# Comparative metabolic and transcriptional analysis of a doubled diploid and its diploid citrus rootstock (*C. junos* cv. Ziyang xiangcheng) suggests its potential value for stress resistance improvement

**DOI:** 10.1186/s12870-015-0450-4

**Published:** 2015-03-18

**Authors:** Feng-Quan Tan, Hong Tu, Wu-Jun Liang, Jian-Mei Long, Xiao-Meng Wu, Hong-Yan Zhang, Wen-Wu Guo

**Keywords:** Citrus, Doubled diploid, Stress tolerance, Primary and secondary metabolism, Transcriptome

## Abstract

**Background:**

Polyploidy has often been considered to confer plants a better adaptation to environmental stresses. Tetraploid citrus rootstocks are expected to have stronger stress tolerance than diploid. Plenty of doubled diploid citrus plants were exploited from diploid species for citrus rootstock improvement. However, limited metabolic and molecular information related to tetraploidization is currently available at a systemic biological level. This study aimed to evaluate the occurrence and extent of metabolic and transcriptional changes induced by tetraploidization in Ziyang xiangcheng (*Citrus junos* Sieb. ex Tanaka), which is a special citrus germplasm native to China and widely used as an iron deficiency tolerant citrus rootstock.

**Results:**

Doubled diploid Ziyang xiangcheng has typical morphological and anatomical features such as shorter plant height, larger and thicker leaves, bigger stomata and lower stomatal density, compared to its diploid parent. GC-MS (Gas chromatography coupled to mass spectrometry) analysis revealed that tetraploidization has an activation effect on the accumulation of primary metabolites in leaves; many stress-related metabolites such as sucrose, proline and γ-aminobutyric acid (GABA) was remarkably up-regulated in doubled diploid. However, LC-QTOF-MS (Liquid chromatography quadrupole time-of-flight mass spectrometry) analysis demonstrated that tetraploidization has an inhibition effect on the accumulation of secondary metabolites in leaves; all the 33 flavones were down-regulated while all the 6 flavanones were up-regulated in 4x. By RNA-seq analysis, only 212 genes (0.8% of detected genes) are found significantly differentially expressed between 2x and 4x leaves. Notably, those genes were highly related to stress-response functions, including responses to salt stress, water and abscisic acid. Interestingly, the transcriptional divergence could not explain the metabolic changes, probably due to post-transcriptional regulation.

**Conclusion:**

Taken together, tetraploidization induced considerable changes in leaf primary and secondary metabolite accumulation in Ziyang xiangcheng. However, the effect of tetraploidization on transcriptome is limited. Compared to diploid, higher expression level of stress related genes and higher content of stress related metabolites in doubled diploid could be beneficial for its stress tolerance.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0450-4) contains supplementary material, which is available to authorized users.

## Background

Polyploidy is a common biological phenomenon and plays an important role in evolutionary history of plants [1-3]. Almost all angiosperms have undergone at least one round of whole-genome duplication in the course of their evolution [4,5]. Polyploids are classified into autopolyploids and allopolyploids. The first comes from doubling a diploid genome. And the latter arises from the combination of two or more sets of divergent genomes [6,7]. Many major crop plants including wheat (allohexaploid), cotton (allotetraploid), oilseed rape (allotetraploid), sweet potato (autotetraplooid), rice and maize (paleopolyploid) are polyploids. Moreover, polyploidy cultivars are prevalent in fruit plants, such as banana (triploid), grape (tetraploid), kiwifruit and persimmon (hexaploid), strawberry (octaploid). Phenotypic variations caused by polyploidization possess the potential to improve agricultural productivity and efficiency, especially in increasing biomass and stress tolerance.

Polyploidy has a significant influence on morphology and physiology of newly formed offspring. Compared with the corresponding diploids, autopolyploids tend to have larger cells, which result in the enlargement of single organs, such as leaves, flowers and seeds [8,9]. Physiological traits such as plant height, growth rate, flowering time, and fertility also can be altered by polyploidization [10-12]. It has been shown that tetraploidization might significantly increase stress tolerance [13,14].

A limited number of studies have investigated metabolic changes caused by autopolyploidization, and those studies focused on only specific metabolites [12]. The production of alkaloids was enhanced in artificial autotetraploids *Hyoscyamus niger* [15]. More artemisinin was produced in hairy roots of autotetraploid *Artemisia annua* [16]. Similarly, essential oils were accumulated much more in autotetraploid aromatic grasses (*Cymbopogon*) [17]. Moreover, the concentration of some metabolites like GAs (glycoalkaloids) were differentially influenced by autotetraploidy, increasing the content of minor GAs and decreasing the content of major GAs in autotetraploid *Solanum commersonii* [18].

Gene expression variations caused by allopolyploidization have been widely reported in many species including *Arabidopsis* [19,20], citrus [21], maize [22], and tobacco [23]. However, the studies on autopolyploidization aimed at identifying the alterations of genome expression patterns are relatively less than those on allopolyploidization. It is probably because autopolyploidy has long been viewed as less frequent and less important. The number of the genes differentially expressed between diploid and autotetraploid potato was about 10% [24]. A much lower rate (less than 2%) was observed when autotetraploid *Arabidopsis* was compared with diploid progenitor [25]. Similarly, study performed in autotetraploid and diploid Rangpur lime (*Citrus limonia*) showed about 1% variation in transcriptome [26]. Notably, the differentially expressed genes induced by autotetraploidization were highly related to stress response [14,25].

Citrus is one most important fruit crop in the world. However, citrus production is influenced by many environmental stresses including drought, salinity and extreme temperature [27]. Citrus rootstock improvement is required to cope with these abiotic stresses. Ziyang xiangcheng is a local citrus rootstock originated from southwest China. It was considered a putative hybrid of *Citrus ichangensis* and *Citrus reticulata* [28]. Because of its excellent performance in biotic and abiotic stresses, it has been widely used as a citrus rootstock in China [28,29]. Citrus rootstocks are propagated through polyembryonic seeds and genetically identical to the maternal plant [30-32]. The majority of citrus genotypes are apomictic, and all the apomictic embryos originate from nucellar cells [30]. Tetraploidization events are frequent in apomictic citrus genotypes [30,33]. Doubled diploid seedlings in apomictic genotypes are considered to arise from somatic chromosome doubling of maternal cells and should be genetically identical to the seed source tree [30,31]. Recent studies demonstrate that genome doubling is often considered to confer plants a better adaptability to various environmental stresses [13,14,33,34]. Therefore, doubled diploid citrus rootstocks were expected to have substantial advantage over diploid in stress tolerance. In our previous citrus breeding program, we obtained plenty of spontaneous doubled diploids from various citrus rootstock varieties, including Ziyang xiangcheng (*Citrus junos* Sieb. ex Tanaka) [35,36].

To test the effects of tetraploidization on Ziyang xiangcheng, we performed comparative metabolic and transcriptional analysis of doubled diploid and its diploid parent. Our results revealed that doubled diploid Ziyang xiangcheng had a distinct metabolic phenotype, compared with diploid. Many stress related metabolites such as sucrose, proline and GABA were enhanced in doubled diploid. However, less than 1% of genes were differentially expressed between doubled diploid and its diploid parent. Interestingly, these differentially expressed genes were highly related to stress response.

## Results

### Ploidy determination and analysis of genetic constitution

Eight uniform 4× seedlings out of previously identified fifteen doubled diploids were selected and further verified by flow cytometry. These eight 4× seedlings together with thirteen 2× seedlings were then analyzed by the SSR markers. All the SSR makers revealed that the eight 4× and nine 2× plants possessed the same alleles (Additional file 1). This signified that the 4× seedlings derived from genome doubling of the 2× genotype. And three diploids with heterozygous loci (Additional file 1) were excluded for further study.

### Morphological changes following tetraploidization

In order to investigate morphological changes caused by tetraploidization, morphological analysis on plant height, stem diameter, leaf area, leaf thickness, stomata size and density was conducted. Compared to 2×, 4× has typical tetraploid morphological features, such as shorter plant height, larger and thicker leaf, larger stomata size and lower stomata density (Figure 1 and Additional file 2). Additionally, enlargement in leaf structure of 4x was observed by anatomical analysis (Additional files 3 and 4).

**Figure 1:**
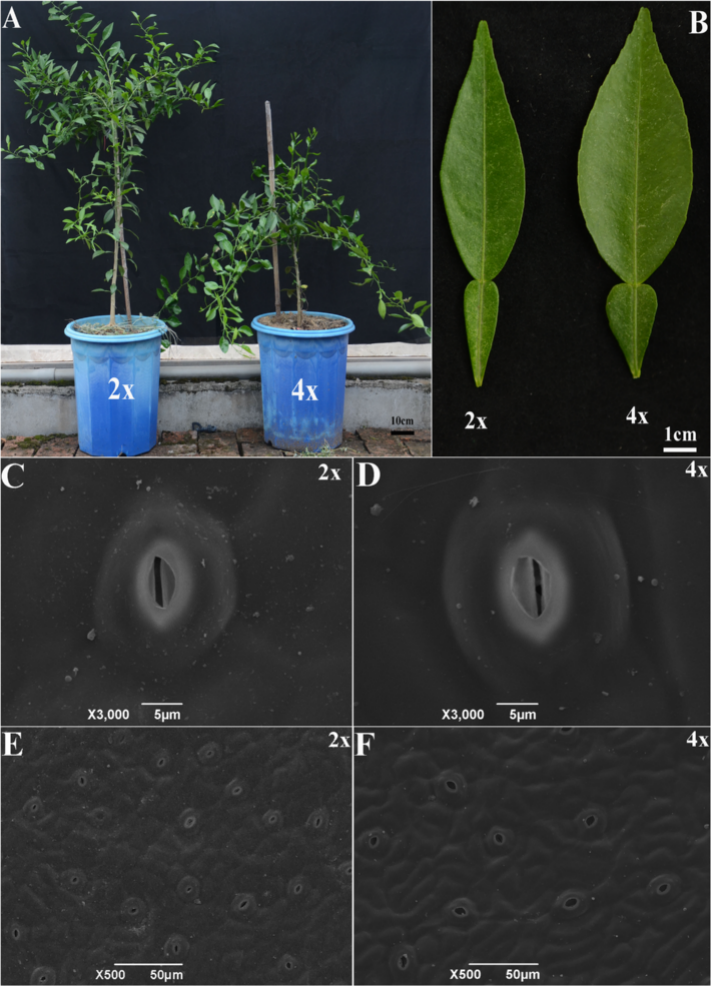
**Morphological characterization of 2× and 4× Ziyang xiangcheng. (A)** 2× and 4× seedlings; **(B)** Leaves of 2× and 4×; **(C)**, **(D)** Stomata size of 2× and 4×; **(E)**, **(F)** Stomata density of 2× and 4×.

### Changes of primary metabolic profiles following tetraploidization

In order to investigate the effect of tetraploidization on primary metabolism, leaf samples of double diploid and diploid lines were analyzed by using an established GC-MS platform [37]. A total of 30 metabolites were identified by using an available chromatogram library. Utilizing the quantification internal standard, the content of every metabolite was calculated (Table 1).

**Table 1:** **24 of 30 primary metabolites were significantly accumulated in 4× Ziyang xiangcheng**

**Compound**	**2× (mean ± SE)** ^**a**^	**4× (mean ± SE)**	**Flod change**	**P-value**	**Trend** ^**b**^
**Sugars**					
Turanose	7.64 ± 0.37	9.65 ± 0.87	1.3		
Galactose	1.15 ± 0.16	5.97 ± 1.09	5.2	0.01	up
Fructose	41.48 ± 6.07	100.74 ± 4.67	2.4	0.01	up
Glucose	15.16 ± 1.54	55.49 ± 7.59	3.7	0.05	up
Sucrose	4403.79 ± 25.33	9472.04 ± 785.87	2.2	0.01	up
Glucopyranose	93.03 ± 6.78	86.91 ± 9.97	0.9		
Arabinose	36.55 ± 2.03	176.59 ± 29.03	4.8	0.01	up
Mannose	50.12 ± 2.86	185.1 ± 25.59	3.7	0.01	up
Myo-inositol	460.53 ± 12.61	634.93 ± 49.72	1.4	0.01	up
**Organic acids**					
Ethanedioic acid	21.9 ± 1.29	223.95 ± 16.25	10.2	0.01	up
Succinic acid	21.07 ± 2.24	26.3 ± 2.24	1.2		
citric acid	23.06 ± 1.75	98.79 ± 1.42	4.3	0.01	up
Isocitric acid	1132.63 ± 22.07	2067.81 ± 33.25	1.8	0.01	up
GABA	1.13 ± 0.04	35.55 ± 4.88	31.5	0.01	up
2-Ketoglutaric acid	63.8 ± 6.7	50.41 ± 0.79	0.8		
Malic acid	349.14 ± 42.51	1891.19 ± 90.58	5.4	0.01	up
2,3,4-Trihydroxybutyric acid	50.89 ± 2.74	235.16 ± 10.28	4.6	0.01	up
2-Keto-d-gluconic acid	8.45 ± 0.69	32.15 ± 1.17	3.8	0.01	up
**Amino acids**					
Glycine	4.23 ± 0.22	16.29 ± 1.45	3.9	0.01	up
Alanine	ND	11.59 ± 3.02			up
Threonine	ND	4.01 ± 0.61			up
Proline	ND	109.17 ± 14.01			up
Serine	ND	8.07 ± 1.75			up
Acetyl-lysine	ND	39.55 ± 3.48			up
**Fatty acids**					
Octadecanoic acid	77.69 ± 7.32	123.2 ± 6.8	1.6	0.01	up
Octadecanoic acid,2,3-bisoxypropylester	167.7 ± 13.83	352 ± 19.42	2.1	0.01	up
Hexadecanoic acid	19.53 ± 1.46	36.06 ± 2.05	1.8	0.01	up
Hexadecanoic acid,2,3-bisoxypropylester	41.66 ± 3.67	55.75 ± 5.24	1.3		
**Alcohols**					
Glycerol	204.19 ± 13.38	559.62 ± 63.31	3.3	0.01	up
Rhamnitol	61.76 ± 5.93	73.17 ± 3.98	1.2		

The quantities of metabolites were analyzed using GC-MS, and their levels were normalized to ribitol and calculated as ug per g fresh weight of leaves. The data presented represent mean ± SE of six biological repetitions of leaves collected from eight plants per line. ^a^ND represents the metabolite was not detected due to low concentration. ^b^Up represents the metabolite is up-regulated in 4× as compared to 2× (Student’s *t*-test).

Principal component analysis (PCA) served as an unsupervised statistical method to study the differences of the major metabolites of 4× and 2× (Figure 2). Parameters of the PCA model based on the primary metabolic data were: two principle components were calculated by cross validation, 58.6% of variables can be explained by first component and 17.2% of variables can be explained by the second component. A clear separation trend could be observed in the score plot (Figure 2), implying that extensive changes in the major metabolites were induced by tetraploidization.

**Figure 2:**
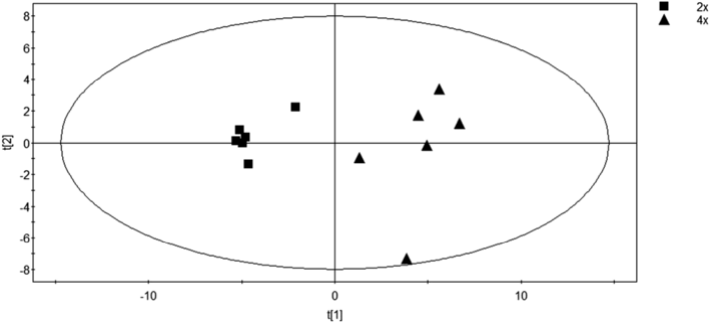
**Principal component analysis of GC-MS metabolite profiling data from 4× and 2× leaves.** First two components could explain 75.8% of the metabolite variance. Component 1 explained 58.6% of the variance and component 2 explained 17.2%.

Among the 30 metabolites, the levels of 24 metabolites in 4× leaves were significantly higher than those in 2×. But no significant changes in the rest 4 metabolites were observed. This indicated that tetraploidization has an activation effect on the accumulation of primary metabolites in leaves. Seven sugars were significantly accumulated in 4× (Table 1). It should be noted that in 4×, there was a 2.2-fold increase in the content of sucrose, which was the main sugar. Seven of nine identified organic acids exhibited 1.8- and 10.2-fold higher concentrations (Table 1), including γ-aminobutyric acid (GABA). Six amino acids, namely, glycine, alanine, threonine, proline, serine, and lysine, were detected in 4×, while only one amino acid, namely, glycine was detected in 2×. In addition, the content of three fatty acids and one alcohol in 4× increased (Table 1).

### Changes of secondary metabolic profiles following tetraploidization

To test whether the alteration of the ploidy has an influence on the level of leaf secondary metabolism, we performed non-targeted metabolite analysis using LC-QTOF-MS metabolomics technologies. In total, 3254 mass signals were detected in positive mode. PCA was performed to promote the classification of the metabolic phenotypes and the identification of the differential metabolites. The PCA effectively clusters biological replicates of the metabolomes of 2× and 4× into two categories, demonstrating extensive changes in the secondary metabolism caused by tetraploidization (Figure 3). Of these mass signals, 898 mass signals were significantly different between 4× and 2× (corrected p-value <0.05). 196 signals were up-regulated, and 702 signals were down-regulated in 4×, reflecting a decreased trend of secondary metabolite accumulation in 4×.

**Figure 3:**
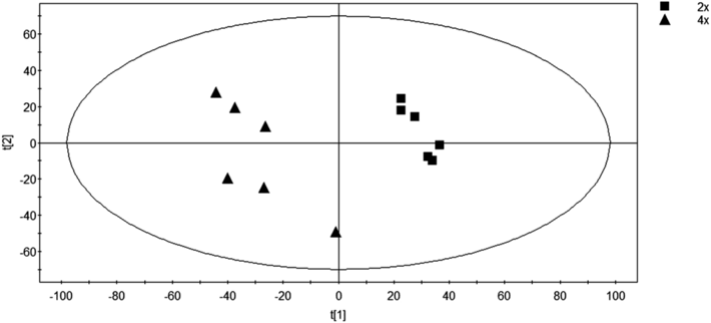
**Principal component analysis of LC-QTOF-MS metabolite profiling data from 4× and 2× leaves.** First two components could explain 49.3% of metabolite variance. Component 1 explained 32.8% of the variance and component 2 explained 16.5%.

Significantly changed metabolites were analyzed by LC-ESI/MS/MS to obtain structure information. A total of 9 metabolites, namely, narirutin, naringin, hesperidin, neohesperidin, didymin, sinensetin, limonin, nobiletin and nomilin were identified by matching their mass spectra and retention time with known standards. The other 34 metabolites were tentatively identified according to ESI-MS fragmentation patterns (Table 2). These identified metabolites were mainly comprised of phenolic flavonoids, including 6 flavanones and 33 flavones. These flavones were mainly made up of polymethoxyflavones (PMFs), which are widely distributed in citrus. These identified metabolites also included an aromatic amine (octopamine), a cinnamic acid (coumaric acid) and two limonoids (limonin and nomilin). Notably, all the 33 identified flavones were down-regulated in 4×, while all the 6 flavanones were up-regulated.

**Table 2:** **Identified metabolites showing statistically significant changes between 2× and 4× Ziyang xiangcheng**

**Peak no.**	**RT (min)**	**Component name**	**[M + H]** ^**+**^	**MS/MS fragments**	**Family**	**Trend** ^**c**^
1	1.0	Octopamine^b^	154	91	Alkaloid	up
2	5.2	Coumaric acid^b^	165	147/120/65/91	Cinnamic Acid	down
3	8.8	Narirutin^a^	581	273/434	Flavanone	up
4	8.9	Neodiosmin^b^	609	301/463	Flavone	down
5	9.0	Naringin^a^	581	273	Flavanone	up
6	9.1	Hesperidin^a^	611	303	Flavanone	up
7	9.3	Neohesperidin^a^	611	303	Flavanone	up
8	9.9	Brutieridin^b^	755	303	Flavanone	up
9	10.5	Didymin^a^	595	287	Flavanone	up
10	10.6	PMFs-1^b^	359	344/329/298	Flavone	down
11	11.2	PMFs-2^b^	359	329/344	Flavone	down
12	11.5	PMFs-3^b^	375	360/345	Flavone	down
13	11.6	PMFs-4^b^	359	298/326/344	Flavone	down
14	11.8	PMFs-5^b^	359	326/344	Flavone	down
15	12.4	PMFs-6^b^	389	359/341/374	Flavone	down
16	12.5	PMFs-7^b^	359	329/344	Flavone	down
17	12.5	Isosinensetin^b^	373	343	Flavone	down
18	12.7	PMFs-8^b^	403	373/388	Flavone	down
19	12.8	PMFs-9^b^	389	359/374	Flavone	down
20	12.8	PMFs-10^b^	375	317/342	Flavone	down
21	12.9	PMFs-11^b^	419	389/371/404	Flavone	down
22	13.0	PMFs-12^b^	403	373/327/388	Flavone	down
23	13.1	PMFs-13^b^	345	330/315	Flavone	down
24	13.3	Sinensetin^a^	373	343/312/329/357	Flavone	down
25	13.3	PMFs-14^b^	343	328/313	Flavone	down
26	13.6	PMFs-15^b^	345	330/284/312	Flavone	down
27	13.6	PMFs-16^b^	405	375/390	Flavone	down
28	13.7	Limonin^a^	471	161/425	Limonoid	up
29	13.7	PMFs-17^b^	375	360/345/317	Flavone	down
30	14.0	PMFs-18^b^	359	343/329	Flavone	down
31	14.2	Nomilin^a^	515	161	Limonoid	down
32	14.2	Nobiletin^a^	403	373	Flavone	down
33	14.3	Tetramethyl-O-scutellarein^b^	343	313/282/299	Flavone	down
34	14.4	PMFs-19^b^	389	331/356/313/374	Flavone	down
35	14.5	PMFs-20^b^	359	329/346	Flavone	down
36	14.8	Heptamethoxyflavone^b^	433	418/403	Flavone	down
37	15.0	PMFs-21^b^	343	313/328	Flavone	down
38	15.0	PMFs-22^b^	359	298/326/343	Flavone	down
39	15.2	PMFs-23^b^	419	389/404	Flavone	down
40	15.8	PMFs-24^b^	405	375/347/357/390	Flavone	down
41	15.9	PMFs-25^b^	389	359/374/341	Flavone	down
42	16.5	PMFs-26^b^	419	389/404	Flavone	down
43	16.9	5-Demethyl tangeretin^b^	359	344/329/301	Flavone	down

[M + H]^+^, protonated molecular ion. ^a^Identified by matching their retention time and mass spectra with known standard. ^b^Putatively identified using ESI-MS fragmentation patterns. ^c^Relative increased (up) or decreased (down) concentration in 4× as compared to 2×. Student’s *t*-test was used and a p-value of less than 0.05 was considered significant. PMFs, polymethoxyflavones.

### Global transcriptome analysis

To investigate global transcriptome changes caused by tetraploidization, four cDNA libraries of 2× and 4× mature leaves were constructed. These libraries were sequenced by Illumina Hiseq 2500 platform. 

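Each of the 4 libraries was made from leaves pooled from 4 plants, so 2× and 4× are each represented by 2 separate pools, named here 2×-1, 2×-2, 4×-1 and 4×-2. The leaves were 3 to 5 months old and were collected in the morning, and the libraries gave single-end reads of 50 bp. The methods state 3 μg of total RNA per library, whereas the sample labels give 20 mg. The authors removed reads with adapters, poly-N or low quality, aligned the remaining reads to the *C. sinensis* genome with TopHat, and deposited one table with the RPKM of 29406 genes in each library, that is, the uniquely mapped reads of a gene divided by its length and by the reads of the library. These values are relative to the reads of a library, so they carry no information on the amount of RNA per cell. The RPKM values were whole multiples of the value of 1 read, which made it possible to recover the reads behind them. Within a tolerance of 0.001 reads for small counts, whole reads were obtained for all 24073 genes with a value above 0. The library totals behind the RPKM values were 9324856 and 9545185 reads for 2×-1 and 2×-2, and 9363285 and 8874306 reads for 4×-1 and 4×-2. The paper's own counts of uniquely mapped reads are 10563098, 10822592, 10688106 and 10013497 in the same order. The library totals behind the RPKM values equal 87.6% to 88.6% of these counts. Whether the totals hold only such reads was not tested. With these totals, 1 read on a gene of 1 kb is worth 0.105 to 0.113 RPKM. For the comparison of 4× with 2×, RPKM values were transformed to log2(RPKM + 0.5) and tested with limma (eBayes with a mean-variance trend, Benjamini-Hochberg adjustment) over the 16157 genes with a mean RPKM of at least 1. The pseudocount of 0.5 shrinks the fold changes of genes with low RPKM. Replicates differed by more than the sampling noise of their reads, with a chi-square per degree of freedom of 6.21 between the 2× libraries and 4.67 between the 4× libraries.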

And 50 bp single-end reads were then generated. In total, 25,860,712 raw reads were generated from 2× and a total of 24,428,874 raw reads came from 4× (Additional file 5). After we removed reads containing adapter, reads containing poly-N, and low quality reads from raw data, 25,830,902 and 24,402,540 clean reads remained in 2× and 4×, respectively. The GC-contents were 43.30% in 2× and 43.16% in 4× respectively. To assess the sequencing quality, the reads were mapped to the *Citrus sinensis* reference genome. Of the two groups of duplicate data, 11,115,785 (86.06%) and 11,383,064 (88.14%) reads successfully mapped were generated from 2×-1-2×-2 and 11,250,774 (88.87%) and 10,531,271(89.69%) reads from 4×-1-4×-2 (Additional file 6).

More than 50% of the genes were expressed at a low level (<3 RPKM) and less than 8% of genes were expressed at a high level (>15 RPKM) in all samples (Additional file 7). 

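Of the 29406 genes in the table, 53.7% in 2×-1, 54.0% in 2×-2, 54.3% in 4×-1 and 54.1% in 4×-2 had less than 3 RPKM. Genes from 3 to 15 RPKM made up 20.0% to 20.2% of the table in the 4 libraries. Genes above 15 RPKM made up 26.3%, 25.8%, 25.6% and 25.9% in the same order of libraries, and genes above 60 RPKM, a part of them, made up 7.37%, 7.28%, 7.27% and 7.12%. The low class includes genes with no read. When only the 24073 genes with a value above 0 in at least 1 library were counted, the low class fell to 43.6% in 2× and 44.1% in 4×, and genes above 60 RPKM made up 8.95% in 2× and 8.79% in 4×.

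**Figure D1:**
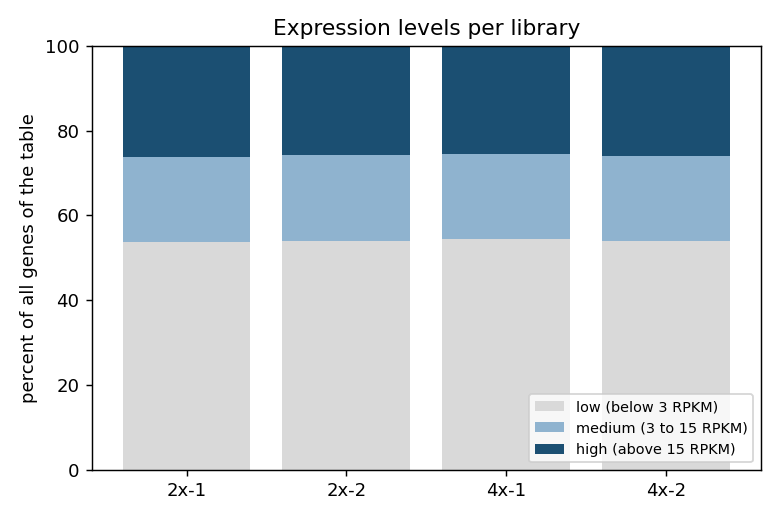
Percent of the 29406 genes at low (below 3 RPKM), medium (3 to 15 RPKM) and high (above 15 RPKM) expression in each library of 2× and 4× leaves. Each bar is 1 library, and the low class takes 53.7% to 54.3% of the genes in every library.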

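The low class held 53.8% ± 0.219 (SD, n = 2 libraries) of the genes in 2× and 54.2% ± 0.192 (SD, n = 2) in 4×, a difference of 0.386 percentage points. The medium class held 20.1% in both, and the high class 26.1% ± 0.356 (SD, n = 2) in 2× and 25.7% ± 0.226 (SD, n = 2) in 4×. Two-sided exact permutation tests gave p = 0.33 for the low class, p = 1 for the medium class and p = 0.667 for the high class, and 0.33 is the smallest p that 2 libraries against 2 allow, so this test could not have shown a difference at 0.05. A total of 1094 genes had reads only in 2× and 1340 only in 4×, and none of them reached a mean of 1 RPKM over the 4 libraries.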

Notably, there were no obvious differences between 2× and 4× in the percentage of genes at low, medium and high expression levels. This suggested tetraploidization didn’t have an effect on the inhibition or activation of gene expression.

Genes with an adjusted p-value <0.05 found by DESeq (R package, version 1.10.1) were assigned as differentially expressed. Totally 24073 genes were detected in all samples, while only 212 genes (0.8% of detected genes) were significantly differentially expressed between 2× and 4× seedling leaves. 

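In the deposited table, 24073 genes had a value above 0 in at least 1 library and 19504 in all 4. Single libraries held 21482 to 21874 such genes. The limma test on log2(RPKM + 0.5) called 224 of the 16157 tested genes differentially expressed at an adjusted p below 0.05, and 2149 genes had an unadjusted p below 0.05. In each of the 224 genes both 4× libraries lay on the same side of both 2× libraries. Such a separation was found in 43.7% of all tested genes, and chance alone gives 33.3% with 2 libraries against 2. The count depended on the filter for low values. With all 24073 detected genes in the test, limma called 0 genes, with 2438 at an unadjusted p below 0.05, while 209 genes were called by a negative binomial test on the recovered reads of the same genes.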

Of 212 DEGs, 96 genes were up-regulated and 116 genes were down-regulated in 4×, relative to 2×. 

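Of the 224 genes called by limma, 64 had higher and 160 lower expression in 4×. The median difference of all 16157 tested genes was -0.027 on the log2 scale. When each library was scaled to the same median instead of the authors' RPKM scaling, 178 genes were called, 69 higher and 109 lower in 4×. Leaving out 2×-2 reduced the calls to 77, of which 27 were higher and 50 lower in 4×, and leaving out 2×-1 left 144 calls, of which 67 were higher and 77 lower. Among the 224 genes the strongest decreases were in Cs3g23860, which has no description in the table, and Cs1g16650, an uncharacterized protein, which both rest on few reads in 4× (19 and 9). Cs3g23860 fell from 18.5 ± 5.45 RPKM (SD, n = 2) in 2× to 1.55 ± 1.53 (SD, n = 2) in 4×, a log2 fold change of -3.42 (SE 0.443, limma adjusted p = 0.00808), and it was not called with robust eBayes (adjusted p = 0.107). Cs1g16650 fell from 8.83 ± 0.245 (SD, n = 2) to 0.645 ± 0.125 RPKM (SD, n = 2), a log2 fold change of -3.03 (SE 0.211, limma adjusted p = 0.000488). Cs8g16190, Cs6g01900 and Cs8g06740 followed with log2 fold changes of -2.44, -2.21 and -2.21. The 2× replicates of Cs8g16190 lay far apart, at 15.4 and 41.6 RPKM. This gene was not called without 2×-2 (limma adjusted p = 0.183), with the median scaling (0.0547), with robust eBayes (0.406) or by the negative binomial test (0.897). Cs6g01900 had 6 reads in 4× and was not called without 2×-2 (limma adjusted p = 0.0660) or by the negative binomial test (0.0523).

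**Figure D2:**
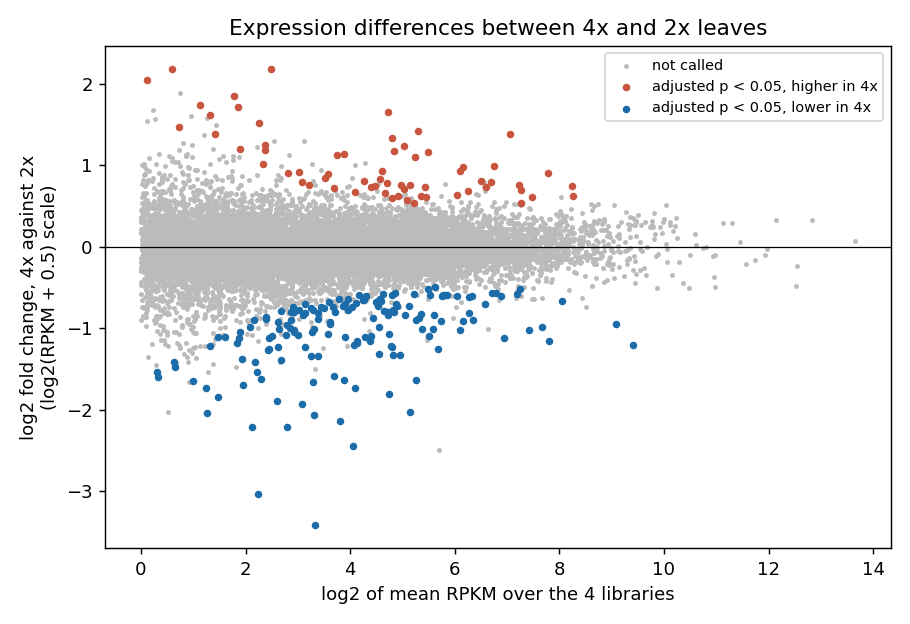
Log2 fold change of 4× against 2× on the log2(RPKM + 0.5) scale (vertical axis) by the log2 of the mean RPKM over the 4 libraries (horizontal axis) for the 16157 tested genes. Points in red are the 64 genes called higher in 4×, points in blue the 160 called lower, and grey points were not called.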

For up-regulated genes, differences ranged from1.4-fold to 12.5- fold; for down-regulated genes, differences ranged from 1.4-fold and 13.4- fold. These results indicated that the range of gene expression changes between 2× and 4× was very limited.

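Among the limma calls, fold changes on the log2(RPKM + 0.5) scale ranged from 1.45 to 4.55 for genes higher in 4× and from 1.41 to 10.7 for genes lower in 4×. As ratios of mean RPKM without a pseudocount, the same genes ranged from 1.45 to 18.3 and from 1.42 to 13.7. The ratio of 18.3 belongs to Cs3g01585, which had 1 read in both 2× libraries together and 18 reads in 4×, so its ratio of reads has a 95% exact interval of 2.94 to 776, for counting error only. In the negative binomial test on recovered reads the ranges were 1.41 to 12.5 and 1.41 to 13.4.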

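The median absolute log2 fold change of the 224 called genes was 0.916, and 98 of them differed by more than 1 log2 unit. Of all 16157 tested genes, 197 differed by that much. Across genes, the Pearson correlation of log2(RPKM + 0.5) was 0.988 between the 2× replicates, 0.988 between the 4× replicates, and 0.980 to 0.984 between a 2× and a 4× library. Spearman correlations were 0.990, 0.989 and 0.982 to 0.985. Genes are not independent replicates, so these values only describe how close the libraries are. The first principal component held 50.5% of the variance and separated the 2× from the 4× libraries. From its results, the paper concludes that the range of expression changes between 2× and 4× was very limited.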

The functional gene ontology annotation of these DEGs was further performed by using Blast2Go software. 163 out of the 212 DEGs were assigned to at least one term in GO biological process, cellular component, and molecular function categories. Then the DEGs were classified into 38 subcategories in terms of function, almost covering all important categories of biological processes and molecular functions (Figure 4). In the biological process category, metabolic process and cellular process were the two largest groups, suggesting that extensive metabolic activities were taking place in 4× leaves. In the cellular component category, cell and cell part represented two major sub-categories, while catalytic and binding were dominant in molecular function category.

**Figure 4:**
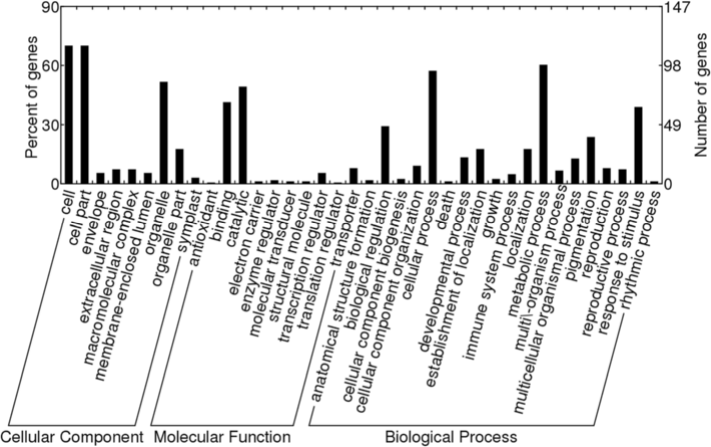
**GO categories of the DEGs between 2× and 4× Ziyang xiangcheng.** 163 out of the 212 DEGs were assigned to 957 GO annotations, which were divided into three categories: biological processes, cellular components, and molecular functions.

GO enrichment analysis was performed by using BiNGO [38]. 

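The deposited table carries free-text descriptions, made of matches to proteins of other species, and no GO terms, so the enrichment of the terms in Figure 5 was not computed here. Among the tested genes, 98 had abscisic acid or ABA in the description, and 2 of them were called, Cs4g04210 and Cs5g01450, which were named after their values were seen. Both are matched to several bHLH transcription factors, among them an ABA-inducible one. Cs4g04210 fell from 5.22 ± 1.08 RPKM (SD, n = 2) to 2.26 ± 0.181 (SD, n = 2), with an adjusted p of 0.0493 from limma, and Cs5g01450 fell from 7.95 ± 1.47 (SD, n = 2) to 3.45 ± 0.442 RPKM (SD, n = 2), with an adjusted p of 0.033 from limma. The call of Cs4g04210 was lost whichever library was left out (adjusted p = 0.0656 to 0.272) and with the median scaling (0.0542), and that of Cs5g01450 without 2×-1 (0.160), without 2×-2 (0.0722) and without 4×-2 (0.0608). Both were also called by voom (adjusted p = 0.00339 and 0.00413) and by the negative binomial test (0.00582 and 0.00186), which called 3 genes of the set. In limma's fry test of the 22 description sets with at least 3 tested genes, the set moved in no common direction (adjusted p = 0.525, median log2 fold change -0.018), whereas the version of the test that accepts changes both ways gave an adjusted p of 0.017, and 11 of the 22 sets passed that version. Neither the 143 heat shock genes (adjusted p = 0.443) nor the 15 late embryogenesis or dehydrin genes (adjusted p = 0.219) passed the directional test, and the heat shock genes passed the other version (adjusted p = 0.0192).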

In biological process category, DEGs were found to be highly related to stress-response functions, such as response to salt stress, to water, and to abscisic acid (Figure 5). This indicated that some processes related to stress were induced in response to tetraploidization. 

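Genes described as polyamine oxidases numbered 8 among those tested. None was called by limma or by the negative binomial test, 3 of the 8 lay above the median of all tested genes, and the fry test of the set gave an adjusted p of 0.386 with a median log2 fold change of -0.054.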

The other two functions, namely anion transport and polyamine catabolic process, were also significantly enriched (Figure 5). In molecular function category, only two terms were overrepresented, namely, inorganic anion transmembrane transporter activity, inorganic phosphate transmembrane transporter activity (Figure 5). 

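Of 11 tested genes described as phosphate transporters, limma called 1, Cs5g29860, described as a probable inorganic phosphate transporter and named after its values were seen. Its RPKM was 22.6 ± 4.84 (SD, n = 2) in 2× and 6.93 ± 1.59 (SD, n = 2) in 4×, a log2 fold change of -1.64 (SE 0.188, limma adjusted p = 0.0051), based on 805 reads in 2× and 239 in 4×. With 1 library left out in turn, the log2 fold change lay between -1.86 and -1.42. The set as a whole did not pass the directional fry test (adjusted p = 0.386, median log2 fold change -0.132), and it passed the version for changes both ways (adjusted p = 0.020), as did 10 other sets.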

In cellular component category, no terms were overrepresented.

**Figure 5:**
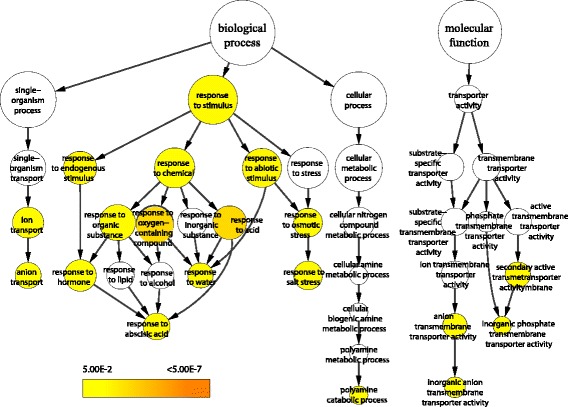
**Significantly enriched GO categories in DEGs between 2× and 4× Ziyang xiangcheng.** The colored nodes represent the significantly over-represented GO terms. The colored bar shows the significance.

To identify the biological pathways in which the DEGs were involved, we mapped DEGs to the reference canonical pathways in KEGG. In total, 40 out of 212 DEGs were assigned to 46 KEGG pathways. The two largest clusters were metabolic pathways with 19 members and biosynthesis of secondary metabolites with 13 members (Additional file 8). It indicated that many DEGs involved in metabolic process in 4×. However, no KEGG terms was over-represented in DEGs.

To validate the RNA-seq data, the following top 10 up-regulated functionally characterized genes were selected for qPCR assays: Fe(II)/ascorbate oxidase (SRG1, Cs9g09290), UDP-glucoronosyl/UDP-glucosyltransferase family protein (UGT, Cs5g11620), myb family transcription factor (RL6, Cs3g24870), caffeic acid O-methyltransferase (COMT, orange1.1 t02085), aminocyclopropane 1-carboxylic acid oxidase (ACO, Cs9g08990), u-box armadillo repeat protein (PUB19, Cs7g08470), ethylene response factor (ERF4, Cs1g07950), tracheary element vacuolar protein (XCP1, Cs2g27860), glycosyltransferase (GATL9, Cs7g07900), ethylene response factor (ERF9, Cs2g05620) (Additional file 9). 

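All 10 genes had higher RPKM in both 4× libraries than in both 2× libraries. The study chose them on these libraries, so this is no independent evidence. Of the 10, 9 reached the mean RPKM of 1 needed for the limma test, and 7 of these had an adjusted p below 0.05. Adjusted over the list alone, 9 of the 9 passed. With 2×-2 left out 3 passed, and on recovered reads the negative binomial test called 10 of 10. RL6 (Cs3g24870) rose from 1.70 ± 0.267 RPKM (SD, n = 2) in 2× to 9.48 ± 1.10 (SD, n = 2) in 4×, a log2 fold change of 2.19 (SE 0.193, limma adjusted p = 0.00175). The table describes this gene as a DnaJ homolog, not as a myb factor. XCP1 (Cs2g27860) rose from 2.94 ± 0.024 (SD, n = 2) to 7.37 ± 0.023 RPKM (SD, n = 2). Its log2 fold change was 1.19 (SE 0.170, limma adjusted p = 0.0125), and the gene was not called without 2×-2 (log2 fold change 1.20). GATL9 (Cs7g07900), with 1.63 ± 0.387 (SD, n = 2) and 3.96 ± 0.150 RPKM (SD, n = 2), stayed above the threshold (limma adjusted p = 0.058) and was called on recovered reads. UGT (Cs5g11620) was below the expression filter, with 8 reads in 2× and 49 in 4×. Its ratio of mean RPKM was 6.28, with a 95% exact interval of 2.98 to 15.5 for the ratio of reads, for counting error only.

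**Figure D3:**
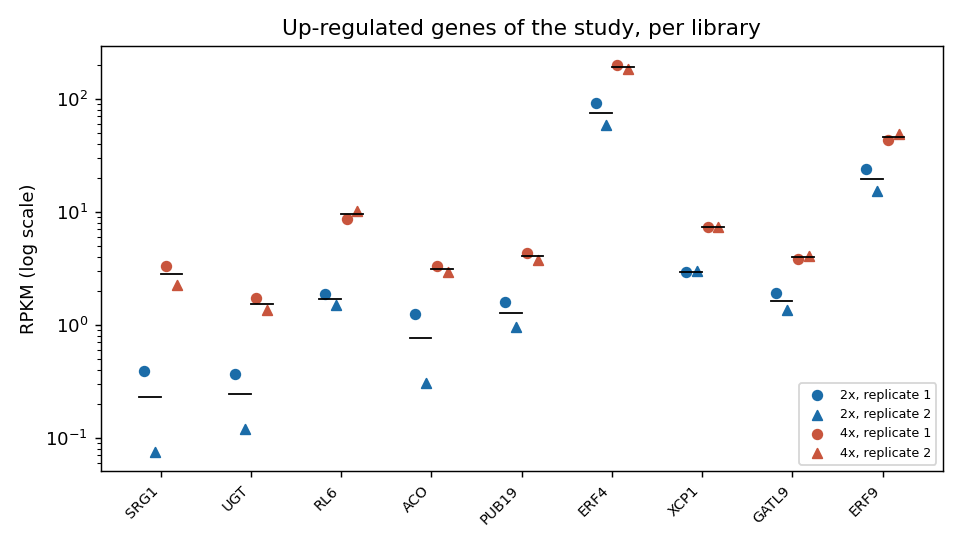
RPKM (log scale) of 9 of the top 10 up-regulated genes in each library. Circles are replicate 1 and triangles replicate 2 of 2× (blue) and 4× (red) leaves, and black lines are the means of 2 libraries; in each gene both 4× libraries lie above both 2× libraries.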

As shown in Figure 6, all the 10 genes were verified to be up-regulated by qPCR analysis, although their fold changes differed from the result of RNA-seq. 

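The log2 ratios of mean RPKM from the deposited table differed from the paper's RNA-seq log2 fold changes in Additional file 9 by at most 0.048. Set beside the paper's qPCR values in the same file, they were larger in 8 of the 10 genes. Across the 10 genes, which are not independent replicates, Pearson's r between the log2 ratios and the paper's qPCR values was 0.64 (two-sided permutation test with 100000 resamples, p = 0.042) and Spearman's rho 0.673 (permutation p = 0.0411), with Benjamini-Hochberg adjusted p = 0.042 for both of these 2 comparisons.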

Notably, six of these genes, namely, SRG1 [39], COMT [40], ACO [41], PUB19 [42], ERF4 [43] and ERF9 [44] were involved in abiotic stress response.

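SRG1 had 0.23 ± 0.219 RPKM (SD, n = 2) in 2× and 2.78 ± 0.731 (SD, n = 2) in 4×, which corresponds to 6 reads in 2× and 71 reads in 4×. Its log2 fold change was 2.18 (SE 0.336, limma adjusted p = 0.018), and the ratio of its reads, 12.2, has a 95% exact interval of 5.36 to 34.5 for counting error only. SRG1 was not called without 2×-2 (limma adjusted p = 0.0762) or without 4×-1 (0.0614). ACO had 15 reads in 2×, of which 12 came from 2×-1, and 59 in 4×. It was not called by limma (log2 fold change 1.61, SE 0.358, adjusted p = 0.0687), and its log2 fold change was 1.05 to 2.17 with 1 library left out in turn. Without 2×-1 it was called (limma adjusted p = 0.0220). PUB19 rose from 1.28 ± 0.455 (SD, n = 2) to 4.06 ± 0.392 RPKM (SD, n = 2), with an adjusted p of 0.0375 from limma. It was called without 2×-1 and not called without 2×-2 (limma adjusted p = 0.133), without 4×-1 (0.0792) or without 4×-2 (0.0604). The ethylene response factors were expressed at higher levels. ERF4 rose from 75.2 ± 22.8 (SD, n = 2) to 192 ± 9.36 RPKM (SD, n = 2), with limma adjusted p = 0.0078, and ERF9 from 19.5 ± 5.95 (SD, n = 2) to 45.7 ± 4.09 RPKM (SD, n = 2), with limma adjusted p = 0.0141. Both kept an adjusted p below 0.05 with any 1 library left out, at most 0.012 for ERF4 and 0.0343 for ERF9.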

**Figure 6:**
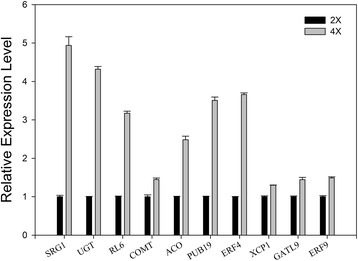
**Expression analysis of top 10 up-regulated functionally characterized DEGs in 4× Ziyang xiangcheng by qPCR.**

## Discussion

### Stress related metabolites were significantly up-regulated in doubled diploid Ziyang xiangcheng

Metabolic alterations induced by tetraploidization might confer plant a better adaptation to environmental stresses. Primary metabolites are required for growth, development and interactions of plants with their environment [45]. In this study, most of the detected primary metabolites were up-regulated in 4× Ziyang xiangcheng (Table 1). It indicated that tetraploidization had an activation effect on primary metabolism. These up-regulated metabolites include sugars, amino acids, organic acids, and fatty acids. Notably, these metabolites play an important role during plant adaptations to environmental stresses.

Sugars are involved in various abiotic stresses. They have several functions in plants suffering abiotic stresses: acting as osmoprotectants to maintain osmotic balance and stabilize macromolecules or as metabolite signaling molecules to activate specific signal transduction pathway, and providing energy source to recover from water deficit [46,47]. Accumulation of sugars is strongly correlated with improved plant stress tolerance to drought stress [46,48,49]. For example, sucrose accumulates in almost all desiccation-tolerant flowering plants [50] and fern [51]. In this study, seven out of nine detected sugars including sucrose, glucose and fructose were up-regulated in 4×, which implied 4× might have advantages over 2× under drought stress.

A case in point is that increased levels of proline correlate with enhanced stress tolerance [48,52]. Proline was considered to have several functions under stress conditions, including osmotic adjusting, reactive oxygen species (ROS) scavenger and protection of proteins from denaturation [52-54]. Therefore, higher concentration of proline might promote abiotic stress tolerance in 4×. Additionally, Yobi et al. [55] found that desiccation-tolerant species *Selaginella lepidophylla* had significantly higher concentration of sugars, sugar alcohols and amino acids than desiccation-sensitive species *Selaginella moellendorffii*. Compared to 2×, higher concentration of stress metabolites in 4× might be also beneficial for the cultivar grafted on it. A study performed on Rangpur lime (*Citrus limonia*) rootstock demonstrated that tetraploids increase drought tolerance via enhanced constitutive root abscisic acid production [26]. In that study, diploid and tetraploid clones of Rangpur lime rootstocks were grafted with 2× Valencia Delta sweet orange (*Citrus sinensis*) scions, named V/2×RL and V/4×RL, respectively; V/4×RL leaves had greater abscisic acid (ABA) content under normal condition, compared to V/2×RL [26]. Studies of *Arabidopsis* polyploids revealed that the content of leaf potassium and rubidium was evaluated in in diploid leaves on shoots grafted to tetraploid roots, whereas leaves from tetraploid shoots grafted to diploid roots showed the same leaf K as diploid [13]. So we may presume that a distinct metabolic phenotype would be observed between the scion cultivars grafted on 4× and 2× Ziyang xiangcheng respectively. Higher content of stress-related metabolites in 4× might be beneficial for the cultivar grafted on it. In addition, tetraploid rootstock may also have a dwarfing effect on scion cultivar being grafted on it, compared with the diploid rootstock [56].

### Gene expression divergence caused by tetraploidization is involved with stress response

A small genome expression change was observed between diploid and autotetraploid according to studies performed on several species. In *Paspalum notatum* and *Isatis indigotica*, about 0.6% and 4% variations in transcript abundance were detected between diploid and autotetraploid by using the *Arabidopsis thaliana* whole genome gene chip [57,58]. In *Arabidopsis thaliana* Col-0 ecotype and Ler-0 ecotype, Yu et al. [25] found about 1% and 0.1% variations between diploid and autotetraploid, respectively. 

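The 224 genes called by limma on log2(RPKM + 0.5) were 1.39% of the 16157 tested genes and 0.931% of the 24073 detected genes. The share of the detected genes was 0.868% by the negative binomial test on recovered reads and 1.68% by limma voom on the same reads. Without a filter on low values limma called 0 genes. With 1 library left out in turn it lay between 0.32% (without 2×-2) and 1.10% (without 4×-1), with 0.598% without 2×-1.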

We found less than 1% genes were differentially expressed between diploid and doubled diploid Ziyang xiangcheng. A similar number of genes were also detected between diploid and tetraploid *Citrus limonia* [26]. These studies altogether with our study suggested that the effect of genome doubling on gene expression is relatively limited. Here, we should point out that the 4× Ziyang xiangcheng came from doubling a hybrid (*C. ichangensis* × *C. reticulata*). Theoretically, the doubled diploid should be an allotetraploid rather than an autotetraploid (doubling a homozygous diploid) [6]. Therefore, the expression pattern of doubled diploid Ziyang xiangcheng should consist with the one of an allotetraploid rather than the one of an autotetraploid**.** Genome expression changes in allotetraploids are considered to be more strongly affected by genome hybridization than by changes in ploidy levels [19,59]. So we presume that a relatively large change in genome expression could be detected between doubled diploid Ziyang xiangcheng and its putative parents (*C. ichangensis* and *C. reticulata*). Herein, we only focused on the effect of genome doubling on gene expression.

Genes involved in the response to abscisic acid and abiotic stimulus, were differentially expressed following genome doubling according to GO enrichment analysis (Figure 5). This indicates that 4× Ziyang xiangcheng might be able to respond to abiotic stresses in a flexible and fast way, to some extent [14]. Interestingly, the phenomenon that tetraploidization influences the expression of genes involved in hormone and abiotic stress responses was also reported in autotetraploid *A. thaliana* [14,25]. We also found that the expression of genes involved in ion transport was also affected by genome doubling. It is known that ion transport is highly related to salt tolerance [60].

Higher potassium accumulation and salinity tolerance has been found in *Arabidopsis* polyploids [13]. The higher potassium accumulation might be partly due to altered expression of genes involved in ion transport.

Moreover, six out of ten top up-regulated genes were involved in ABA- and stress-related process (Additional file 9). The first gene, namely SRG1, was associated with senescence-related processes, encoding a member of the Fe(ll)/ascorbate oxidase superfamily protein, and its expression was induced under drought and heat stress [61,62]. Caffeic acid O-methyltransferases encoded by COMT genes are key enzymes of lignin biosynthesis [63], affecting cell wall structure, and COMT was up-regulated by drought stress in maize [40]. ACO genes encode 1-aminocyclopropane-1-carboxylate (ACC) oxidases which catalyze the reaction from ACC to ethylene [64], and water stress induced ACO gene expression in sunflower leaves was previously reported [65]. PUB19 encodes a U-Box E3 ubiquitin ligase and it was up-regulated by drought, salt, and cold stress and ABA [42]. The last two genes, namely ERF4 and ERF9, which are the members of the ERF/AP2 transcription factor family, are involved in various reactions to abiotic stresses [66]; these two genes bind to the GCC box, DRE/CRT, CE1 elements, and they acted as repressors of gene transcription, enhancing plant tolerance to multiple stresses [67]. Overexpression of ERF4 gene increased tolerance to salt and drought stress in *Arabidopsis* [66]. These reports, together with our results suggest 4× Ziyang xiangcheng may be pre-adapted to abiotic stresses, compared to 2×.

### The transcriptome divergence cannot explain the metabolic changes

In order to integrate leaf transcriptome data with the metabolic profiling, attention was focused on the DEGs involved in metabolic pathway. Among these DEGs, 40 were assigned to 46 pathways and no significantly enriched KEEG pathways were found. It implies that the limited DEGs involve in a wide range of pathways, but their functions are dispersive.

To a great extent, the accumulation pattern of the DEGs encoding proteins or enzymes involved in metabolic processes was not consistent with the differences observed in the metabolite profiling (Additional file 10). Most of the detected sugars, amino acids and fatty acids were significantly accumulated in 4×. However, most of the genes involved in these metabolic processes were down-regulated in 4×. For example, the sucrose content of 4x leaves was 2-fold than that of 2×. But the gene encoding sucrose synthase was significantly down-regulated in 4×. 

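Additional file 10 lists 18 genes of metabolic pathways, and in each of them both 4× libraries lay on the listed side of both 2× libraries. Expression was lower in 4× for 15 genes, with log2 fold changes from -2.03 to -0.48, and higher for 3. The limma test called 15 of the 18, and adjusted over the list alone 18 passed. The study chose these genes on the same libraries. The 3 genes not called were Cs2g03260, Cs8g20240 and Cs6g15320, with adjusted p of 0.058, 0.0701 and 0.0704. Leaving out 2×-1 or 2×-2 reduced the calls to 7 each, and leaving out 4×-2 to 9. Some genes belong to more than 1 category of that file. Of the 12 genes in carbohydrate metabolism 10 were lower in 4×, as were all 4 in amino acid metabolism and all 3 in lipid metabolism. The largest decrease was in Cs7g15610, a putative phosphoesterase, from 57.0 ± 0.017 (SD, n = 2) to 13.8 ± 3.10 RPKM (SD, n = 2), a log2 fold change of -2.03 (SE 0.147, limma adjusted p = 0.000528). The large subunit of glucose-1-phosphate adenylyltransferase, Cs8g07230, fell from 308 ± 16.0 (SD, n = 2) to 139 ± 21.1 RPKM (SD, n = 2), a log2 fold change of -1.15 (SE 0.132, limma adjusted p = 0.0051). Fructose-bisphosphate aldolase, Cs4g08150, rose from 226 ± 34.3 (SD, n = 2) to 376 ± 21.1 RPKM (SD, n = 2), with limma adjusted p = 0.0383, and was not called without 2×-1 (0.102) or without 4×-2 (0.107). The paper sets these genes beside the metabolites, most of which accumulated in 4×, and states that to a large part the genes did not follow them.

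**Figure D4:**
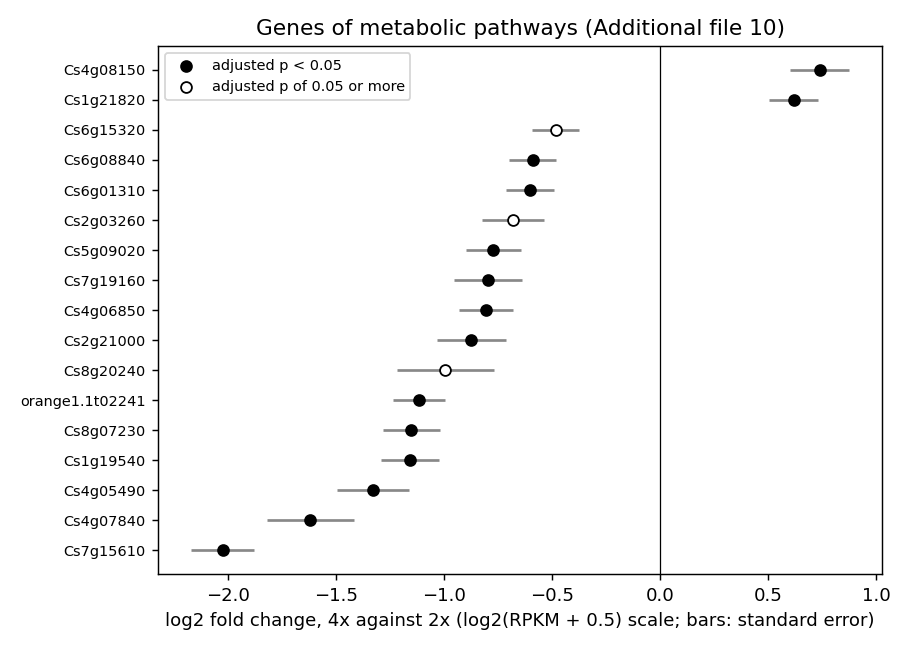
Log2 fold change of 4× against 2× (log2(RPKM + 0.5) scale) for 17 of the 18 genes of Additional file 10, with standard errors from limma. Filled points have an adjusted p below 0.05 and the 3 open points do not; 15 genes lie below 0.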

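The sucrose synthase gene of Additional file 10, Cs4g06850, had 110 and 87.7 RPKM in the 2× libraries and 55.3 and 56.4 RPKM in the 4× libraries, from 1582 to 3235 reads per library. Its log2 fold change was -0.81 (SE 0.124, limma adjusted p = 0.018), and with 1 library left out in turn it stayed between -0.97 and -0.65. Without 2×-1 it was not called (limma adjusted p = 0.0568). The table describes 4 more tested genes as sucrose synthase. Their log2 fold changes lay between -0.092 and 0.17, and none was called (lowest adjusted p = 0.629). As a set, these 5 genes did not pass the fry test (adjusted p = 0.719). The 9 genes described as invertase had a median log2 fold change of -0.281 (fry adjusted p = 0.219, camera 0.0867). For the 4 sucrose-phosphate synthase genes it was 0.203 (fry adjusted p = 0.399, camera 0.0349). Limma called no gene of these 2 sets. The sucrose synthase gene alone therefore cannot show whether genes of sucrose metabolism followed the sucrose content.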

In another example, in flavone and flavonol biosynthesis, only one gene, namely, COMT was differentially expressed between 4× and 2×. 

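In the table, 214 tested genes had flavonoid, flavonol, flavone or flavanone in their description, which often lists several related enzymes, and 6 of them were called by limma, 3 higher and 3 lower in 4×. The 16 genes described as chalcone synthase gave no call by limma or the negative binomial test and no common direction (fry adjusted p = 0.938), with an adjusted p of 0.0309 in the version of fry for changes both ways.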

The gene encoding a caffeic acid O-methyltransferase, positively regulates flavonoid biosynthetic process and may be involved in PMFs (polymethoxyflavones) synthesis [68]. Theoretically, the up-regulation of COMT should promote the accumulation of PMFs in 4×. However, all detected PMFs were down-regulated in 4×. The discordance between transcriptomic and metabolomic data is probably related to several factors. First, it is not easy to find a strict correlation between metabolite accumulation and gene expression because of the complexity in metabolic networks [69,70]. Second, small RNAs, including microRNAs and small interfering RNAs might play an important role in some gene regulation [71]. Third, reactivation of transposable elements (TEs) following polyploidization in synthetic hexaploid wheats (*Triticum*) was considered to participate in regulation of the transcription of neighbouring genes [72]. At last, post-translational modifications may contribute to the discordance between transcriptomic and metabolomic data. The transcriptome divergence might not reflect the protein divergence between 4× and 2× Ziyang xiangcheng, leading to the discordance. In support of this hypothesis, percentage of differentially accumulated proteins between autotetraploid and diploid *Arabidopsis thaliana* that matched the differentially expressed genes was relatively low, due to post-transcriptional regulation and translational modifications of proteins during polyploidization [73]. Similarly, transcriptional changes do not explain differential protein regulation in resynthesized *Brassica napus* allotetraploids [74].

## Conclusions

Our results suggest that tetraploidization has multi-level effects on Ziyang xiangcheng. Morphological and anatomical traits like leaf thickness, stoma number, stomatal density and vessel size were altered as a consequence of tetraploidization. The metabolic phenotype was also significantly altered following tetraploidization and many stress-related metabolites, such as sucrose, proline and GABA were significantly up-regulated in 4×. However, relatively small transcriptome alterations were induced by tetraploidization. Notably, the transcriptome alterations were highly related to hormone and stress responses, and many top up-regulated genes in 4× were associated with stress response. Interestingly, the transcriptional divergence could not adequately explain the metabolic changes, probably due to post-transcriptional regulation. Compared to diploid, higher expression level of stress related genes and higher content of stress related metabolites in doubled diploid could be beneficial for its stress tolerance. Our data will help better understanding the consequences caused by polyploidization and be valuable for citrus rootstock breeding in the future.

## Methods

### Plant materials

Seeds of diploid (2n = 2× = 18) Ziyang xiangcheng (*Citrus junos* Sieb. ex Tanaka) were collected and provided by Professor Keling Chen, Institute of Horticulture Research, Sichuan Provincial Academy of Agricultural Science, China. Seeds were grown in pots filled with commercial soil in the greenhouse. Doubled diploid and diploid Ziyang xiangcheng were prepared by Liang et al. [30]. Thirteen uniform 1-year-old 2× and eight uniform 1-year-old 4× seedlings were respectively selected and transplanted in commercial soil. Seedlings were grown in the greenhouse under natural photoperiod conditions and they were irrigated twice a week. The ploidy levels of these seedlings were determined by flow cytometry (CyFlow Space, Partec, Germany). The genetic constitution of these seedlings was further analyzed by the published SSR markers [75,76], namely, Ci01C09, Ci06A05b, Ci07C07, Ci07E06, mCrCIR08A03, CCSM40, CCSM46, CCSM69.

### Sampling

Fully expended leaves (from fourth or fifth leaf from the top, 3–5 month old, from the spring flush of the current season) were collected in the morning. The leaves being used for metabolic and transcriptional profiling were immediately frozen in liquid nitrogen and stored at −80°C.

### Morphological and anatomic analysis

Leaf thickness and area was determined using a micrometer and a portable area meter (Yaxin-1241, Beijing), respectively. Three leaves of each individual seedling were measured. SEM analysis was performed using one leaf of each individual plant according to the method described by Yi et al. [77]. Photographs were taken to measure stomatal size and density. About 60 stomata were measured for each genotype.

Samples were fixed, dehydrated and embedded according to Hu et al. [78]. Transverse sections about 1–5 μm thick were cut using a Leica Ultracut R ultramicrotome (Leica, Bensheim, Germany). The sections were stained with Toluidine Blue O (Aldrich, Milwaukee) and photographed with a BX61 fluorescence microscope (Olympus, Tokyo). The morphometrical analysis was performed using Image-Pro Plus 6.0 software (Media Cybernetics, USA).

### The primary metabolic profiling

Six independent plants were used as biological replicates, and about five leaves were sampled from each plant in primary metabolic profiling. Non-targeted metabolite profiling was carried out by GC-MS using a modified method described by Yun et al. [37]. A total of 200 mg ground leaf samples were extracted in 2,700 μl methanol and ribitol solution (300 μl, 0.2 mg ml^−1^) was added as an internal standard. The samples were centrifuged, dried and derivatized. GC-MS analysis was performed by using a Thermo Trace GC Ultra, coupled with Thermo Fisher a DSQ II mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Metabolites were identified by using an available chromatogram library and PCA analysis was performed by using the software Simca-P (Ver 11, Umetrics, Umea, Sweden).

### The secondary metabolic profiling

Six independent plants were used as biological replicates, and about five leaves were sampled from each plant in secondary metabolic profiling. The secondary metabolic profiling was performed by LC-QTOF-MS using a modified method according to Yun et al. [37]. 100 mg freeze-dried powder was extracted with 80% methanol over night at 4°C. The mixture was centrifuged and filtered. Then, the metabolic profiling were performed using a QTOF 6520 mass spectrometer (Agilent Technologies, Palo Alto, CA, USA) coupled to a 1200 series Rapid Resolution HPLC system.

The raw data was processed by Agilent Mass Hunter Qualitative Analysis (version B. 04.00, Aglient Technologies) and Mass Profiler Software (version B.02.02, Aglient Technologies). Then PCA analysis was performed using the filtered and normalized data. Metabolite identification was carried out by comparing mass spectra and retention time with those of authentic standards. Nine authentic standards, namely, narirutin, naringin, hesperidin, neohesperidin, didymin, sinensetin, limonin, nomilin, and nobiletin were obtained from Sigma Chemical Co. (St. Louis, MO).

### RNA sequencing and data analysis

Leaves from four plants were pooled as an independent biological replicate and leaves from other four trees were pooled as the other independent biological replicate in transcriptomic analysis. Total RNA extraction and a quality assessment were performed according to the protocol described by Zheng et al. [79]. RNA Samples were sent to Novogene Bioinformatics Technology Co. Ltd (Beijing), where the libraries were constructed. Sequencing libraries were generated from 3 μg total RNA using NEBNext Ultra RNA Library Prep Kit (NEB, USA) and sequenced on an IlluminaHiseq 2500 platform and 50 bp single-end reads were generated.

Clean reads were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data and were aligned to the *Citrus sinensis* genome [80] (http://211.69.128.148/orange/index.php) using TopHat (2.0.9) software [81]. To estimate gene expression level, RPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Genes RPKM values were calculated based on all the uniquely mapped reads. The genes with RPKMs ranging from 0 to 3 were considered at a low expression level; the genes with RPKMs ranging from 3 to 15 at a medium expression level; and the genes with RPKMs above15 at high expression level.

Differential expression analysis was implemented using the DESeq R package (1.10.1) [82]. Genes with an adjusted P-value <0.05 found by DESeq were assigned as differentially expressed. GO (Gene Ontology) annotation was performed by using Blast2GO software (GO association done by a BLASTX against the NCBI NR database). Then GO enrichment analysis of differentially expressed genes was performed by the BiNGO plugin for Cytoscape [38]. Over-presented GO terms were identified by using a hypergeometric test with a significance threshold of 0.05 after a Benjamini and Hochberg FDR correction [83]. KEGG enrichment analysis of differentially expressed genes was performed by KOBAS (2.0) software [84].

### Verification of RNA-seq by q-PCR

To test the reliability of RNA-seq, a set of top ten up-regulated genes in 4× were selected for qRT-PCR. Specific primers were designed with the Primer Express software (Applied Biosystems) and synthesized by Sangon (Shanghai, China). The cDNA was synthesized from 1 μg of total RNA using PrimeScript RT reagent Kit (Takara, Dalian, China). Real-time RT–PCR was performed on the ABI 7500 Real-Time PCR System (Applied Biosystems) using the 2× SYBR green PCRmaster mix (Applied Biosystems). Three independent biological replicates were analyzed for each sample and data were indicated as mean ± SE (n = 3).

### Availability of supporting data

Raw sequencing data is available through the Gene Expression Omnibus (GEO) under accession NO. GSE65416 at website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65416.

## Additional files

Additional file 1:
**SSR analysis of eight 4× and thirteen 2× Ziyang xiangcheng seedlings.** Black arrows represent seedlings possessed heterozygous loci. Additional file 2:
**Comparison between 2× and 4× Ziyang xiangcheng seedlings with respect to height, stem diameter, leaf area, stoma size and density.** ^a^An asterisk (*) indicates significant differences (Student’s *t*-test; P < 0.01). Additional file 3:
**Transversal sections of mature leaves (fourth or fifth leaf from the top) in 2× (A and C) and 4× (B and D) Ziyang xiangcheng.** Anatomy of leaf blades (A and B) and leaf central vein (C and D) were shown. Abe, abaxial epidermis; Ade, adaxial epidermis; Cut, cuticle; Is, intercellular space; Pa, parenchyma; Pi, pith; Ph, phloem; Pp, palisade parenchyma; Sc, sclerenchyma; Sp, spongy parenchyma; X, xylem. Additional file 4:
**Anatomical characteristics of leaves from 2× and 4× Ziyang xiangcheng seedlings.** ^a^An asterisk (*) indicates significant differences (Student’s *t*-test; P < 0.01). Additional file 5:
**Quality of illumina sequencing.**
Additional file 6:
**Summary of read mapping statistics.**
Additional file 7:
**Statistics of genes in different expression-level intervals.**
Additional file 8:
**KEGG classification of the DEGs between 2× and 4× Ziyang xiangcheng.** 44 out of the 212 DEGs were assigned to 46 KEGG pathways. The top 10 most abundant KEGG pathways are shown. Additional file 9:
**Primer sequences for Real-time PCR analysis.**
Additional file 10:
**DEGs involved in major metabolic pathways.**

## Abbreviations

2×: Diploid Ziyang xiangcheng
4×: Doubled diploid Ziyang xiangcheng
GAs: Glycoalkaloids
GC-MS: Gas chromatography coupled to mass spectrometry
LC- QTOF- MS: Liquid chromatography quadrupole time-of-flight mass spectrometry
PCA: Principal component analysis
GABA: γ-aminobutyric acid
PMFs: Polymethoxyflavones
DEGs: Differentially expressed genes
ROS: Reactive oxygen species

How the deposited data were processed for this re-analysis (not part of the article)

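The measured samples were 4 RNA-seq libraries of mature leaves, 2 of 2× and 2 of 4× Ziyang xiangcheng. Each library was a pool of leaves from 4 plants, so the plants within a pool are not separate replicates. The condition and replicate of each library were taken from the sample labels, which name the ploidy and the replicate, and from the methods. The leaves were 3 to 5 months old and were collected in the morning.

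The authors deposited RPKM values per gene and library. According to the methods, reads with adapters, poly-N or low quality were removed, the remaining reads were aligned to the *C. sinensis* genome with TopHat, and RPKM was computed from uniquely mapped reads and gene length. The read counter, the version of the gene annotation and the use of strand are not given in the sources used here. No column of the table was left unused for want of a sample. Reads of *C. junos* were aligned to the genome of another species, so genes that differ in sequence between the species, and genes with near-identical copies, have less certain values.

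Depth was recovered from the values. The most frequent ratio of a gene's values between libraries gave the relative worth of 1 read, and 50 genes with 1 read in each library gave the library totals as whole numbers. For each gene, the shortest length from 60 to 30000 bp that made its 4 values whole reads was then searched, with a tolerance of 0.001 reads for small counts. This gave whole reads for 24073 of the 24073 genes with a value above 0, or 100%. The recovered reads of a library summed to 97.9% of its total. The reads of a gene are known only up to a factor that its length and its 4 counts share, which loses some reads, and whether other reads entered the totals was not tested. In simulated libraries with known reads, 94.8% of 22998 genes were recovered exactly, 5.14% up to such a factor and 0.0391% not at all, 98.3% of the reads of each library were recovered, and so were all 4 library totals.

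RPKM values were transformed to log2(RPKM + 0.5). The 16157 genes with a mean of at least 1 RPKM over the 4 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided, Benjamini-Hochberg adjustment), 4× against 2×, without a replicate block. An adjusted p below 0.05 was a call, as in the methods. All fold changes from this test are on the log2(RPKM + 0.5) scale and understate the change of genes with low RPKM. Sets of genes were made from words in the descriptions and tested with limma's fry and camera. Of 25 sets, 22 had at least 3 tested genes. The other 3 sets (glutamate decarboxylase, proline dehydrogenase and chalcone isomerase) had fewer and were not tested. Library shares in expression classes were compared with exact permutation tests, whose smallest p is 0.33 for 2 libraries against 2. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. GO and KEGG enrichment were not computed, because the table pairs genes with descriptions only.

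The rule for the genes named in the text covers each gene that the text or Additional files 9 and 10 name by identifier, whose published values had been seen, and the 5 largest increases and 5 largest decreases among the called genes whose 4× libraries both lay above or both below the 2× libraries. Not every gene of the rule is reported here. Genes named outside this rule are said to have been named after their values were seen.

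Made before the data were examined were the choice of the main test, the rule for named genes and these alternatives: pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 3 RPKM, scaling of each library to the same median (median of ratios), robust eBayes, the replicate number as a block, each library left out in turn, and limma voom on the recovered reads. Added after seeing the data were a negative binomial exact test on the recovered reads of all detected genes, with median-of-ratios size factors and the larger of the estimated and the fitted dispersion for each gene, and a one-sided Fisher exact test of the calls in each description set. The negative binomial test was written for this purpose after the kind of test the authors used in DESeq.

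The limma, voom, negative binomial, fry and camera tests were also run on simulated libraries with the real means, library sizes and fitted dispersions. In these, 200 genes were changed by known folds and a set of 40 others was raised by 0.5 log2 units. The Fisher and permutation tests were not simulated. For 2× against 4×, limma called 83.5% of the changed genes, with 21 unchanged genes and 7 genes of the raised set among 195 calls over 16197 genes, so more than the nominal share of its calls was false. When only unchanged genes were tested it called 0. Voom called 87.0% of the changed genes, with 10 unchanged genes and 13 of the raised set among 197 calls. The negative binomial test called 82.0% with 1 unchanged gene and 10 of the raised set among 175 calls. The raised set passed both versions of limma's fry and limma's camera at an unadjusted p below 0.05, and an unchanged set passed none of them. The simulated dispersions were those that the negative binomial test had fitted to the real reads. Genes of the same mean had the same dispersion and were drawn independently. Real genes can differ in dispersion and vary together, so false calls may be more frequent in the real data than in these libraries.

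Intervals for ratios of reads are exact binomial intervals at 95% and cover counting error only. They say nothing about the spread between pools.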

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

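The binomial and negative binomial tests in this part were chosen after the results were seen. The gene in this part was called higher in 4× by limma, is among the 5 largest increases, and is not among the genes the paper names.

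Cs3g01585, which has no description in the table, had a log2 fold change of 2.04 (SE 0.378, limma adjusted p = 0.0383), with 0.226 and 0 RPKM in 2× and 2.70 and 1.42 RPKM in 4×. These values stand for 1 read in 2× and 18 in 4×. An exact binomial test of these reads, multiplied by the 24073 detected genes, gives 0.748, so counting error over that many genes is enough to produce such a gene, and it stays open. The negative binomial test did not call it (adjusted p = 0.0994), whereas voom on the same reads (0.0195), robust eBayes (0.0269), a pseudocount of 1 (0.0406) and the median scaling (0.0422) did. It was not called with a pseudocount of 0.1 (0.0516) or without the filter (0.251), and with 1 library left out in turn its adjusted p in limma lay between 0.0327 and 0.145, below 0.05 only without 4×-2. Without 2×-1 it was 0.0569 and without 2×-2 it was 0.128. A higher expression in 4× is the biological explanation and is not excluded either.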

How the results depend on the processing

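The negative binomial test and the Fisher tests were chosen after seeing the data. The 2 alternatives planned for deposited counts were not run, because the table holds RPKM.

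The number of differentially expressed genes, 224 by limma, stayed between 178 and 267 under both other pseudocounts, the higher filter, the median scaling, robust eBayes and the negative binomial test. Without a filter on low values limma called 0 genes (0 higher, 0 lower), with 2438 at an unadjusted p below 0.05, although 24073 genes then enter the test; the cause was not tested further, and the negative binomial test on the same genes called 209. Voom on the recovered reads called 404 genes (141 higher, 263 lower). With 1 library left out in turn, 77 to 264 genes were called, 27 to 69 higher and 50 to 195 lower in 4×; the lowest count came without 2×-2 (77 genes) and the next without 2×-1 (144), and the lone sample of a group is then assumed to vary like the other group. Of the 224 genes, 64 were also called without 2×-2, 207 by voom and 154 by the negative binomial test.

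The share of higher genes among the calls was 28.6% with the authors' scaling, 38.8% with the median scaling (69 higher, 109 lower) and 44.5% in the negative binomial test (93 higher, 116 lower).

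The replicate numbers are shared by 2× and 4×, but same-numbered libraries do not deviate together (correlation of their deviations from the group means -0.046), and the sources name no shared batch, so the numbers are not taken to pair the samples. With the replicate block, limma called 832 genes (322 higher, 510 lower). This fit leaves 1 residual degree of freedom, and its limma adjusted p reached 5.7e-54 for Cs3g23860. So few libraries cannot carry such a value, and calls with the replicate block, here and below, are weak evidence for any gene. In the replicate block fit, 1 description set passed the directional fry test (late embryogenesis or dehydrin, adjusted p = 0.0225) and 0 passed the version for changes both ways.

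Of the top 10 up-regulated genes, limma called 7. It called 0 without a filter, 4 with a mean of at least 3 RPKM, where only 4 of the genes are tested, and 3 to 8 with 1 library left out (3 without 2×-2, 5 without 4×-1). Of the 18 metabolic genes limma called 15, 0 without a filter, and 7 to 15 with 1 library left out (7 without 2×-1, 7 without 2×-2, 9 without 4×-2). Of the named genes, 16 lost their call without 2×-2, 11 without 2×-1, 9 without 4×-2, 5 without 4×-1 and 33 without a filter.

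Largest fold changes rest on the pseudocount. Without one, as ratios of mean RPKM, they were 18.3 (higher in 4×) and 13.7 (lower in 4×), against 4.55 and 10.7 with it, and in the negative binomial test they were 12.5 and 13.4. With 1 library left out the largest ranged from 5.33 to 6.58 for higher genes and from 7.56 (without 4×-1) to 19.3 (without 4×-2) for lower genes, and the smallest from 1.56 to 1.67 and from 1.55 to 1.71.

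Counted over the 24073 detected genes, the low, medium and high classes held 43.6%, 24.6% and 31.9% in 2× and 44.1%, 24.5% and 31.4% in 4×. Counted over all 29406 genes, a high class above 60 RPKM held 7.33% in 2× and 7.20% in 4×. At minimums of 0.1 and 1 RPKM, 22928 and 16942 genes were detected.

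Correlations between libraries were 0.985 within 2×, 0.984 within 4× and 0.975 to 0.980 between ploidy levels at a pseudocount of 0.1, 0.990, 0.989 and 0.982 to 0.985 at a pseudocount of 1, and 0.991, 0.991 and 0.988 to 0.989 without a filter. The first component held 49.2% at a pseudocount of 0.1 and 43.7% without a filter. Correlations between replicates were above those between ploidy levels in each case.

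None of the description sets passed the directional fry test after adjustment (0 of 22 sets, 3 at an unadjusted p below 0.05), and 11 of 22 passed the version for changes both ways. Camera with its preset correlation called 3 sets, and the Fisher test of the calls 1 set, the ethylene-responsive factors. None of the camera calls holds under the directional fry test, and of them the expansin set passed the version for changes both ways (adjusted p = 0.0131).

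Depth limits the genes with few reads: SRG1, UGT and ACO rest on 6, 8 and 15 reads in 2×.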

Differences from the paper's values

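The paper states that under 8% of the genes were above 15 RPKM, and the deposited values give 26.1% in 2× and 25.7% in 4×. With the denominator limited to detected genes the shares are 31.9% and 31.4%. The alternative with the high class above 60 RPKM, set before the data were examined, gives 7.33% and 7.20% of all genes in the table, under the paper's limit, and 8.95% and 8.79% of detected genes, above it. All 20 interval counts of Additional file 7 equal those of the deposited table.

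The paper's largest fold change of the up-regulated genes is 12.5, and on the log2(RPKM + 0.5) scale it is 4.55 here. Without a pseudocount, an alternative set before the data were examined, the ratio of mean RPKM reaches 18.3, which is within 1.5 times of the paper's value but belongs to Cs3g01585, a gene with 1 read in 2× whose ratio of reads has an interval of 2.94 to 776. The paper's largest log2 fold change in Additional file 9 is that of SRG1, whose ratio of mean RPKM is 12.1. On the log2(RPKM + 0.5) scale with 1 library left out the largest fold change is 5.33 to 6.58. The negative binomial test on recovered reads, chosen after seeing the values, gives 12.5. It drops 0 of the paper's top 10 genes and 1 of the 18 genes of Additional file 10 from the calls.

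For 6 up-regulated genes, the paper's RNA-seq log2 fold changes in Additional file 9 lie more than 1 standard error from those on the log2(RPKM + 0.5) scale. They are 3.64 against 2.18 for SRG1, 2.69 against 1.46 for UGT, 2.51 against 2.19 for RL6, 2.06 against 1.61 for ACO, 1.7 against 1.38 for PUB19 and 1.31 against 1.07 for GATL9, the paper's value first. Without a pseudocount, as log2 ratios of mean RPKM, the values are 3.60, 2.65, 2.48, 2.01, 1.67 and 1.28, within 1 standard error of the paper's for all 6. The pseudocount of 0.1 and voom reach the paper's value, within 1 standard error, for 5 of the 6 genes, and neither tests UGT. Leaving out a library does so for RL6 (without 2×-1 and without 4×-1), ACO and PUB19 (each without 2×-1 and without 4×-2) and GATL9 (without 2×-1, without 4×-1 and without 4×-2), and the median scaling and the replicate block do so for GATL9. The other alternatives set before the data were examined do not. The negative binomial test, chosen after seeing the values, is within 1 standard error for all 6. The header of that column in Additional file 9 names 2× versus 4×, while positive values there are higher in 4×.

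The paper calls ACO, GATL9 and UGT up-regulated, and limma did not call them: ACO had an adjusted p of 0.0687, GATL9 0.058, and UGT was under the expression filter. ACO was called with the replicate block, by voom and without 2×-1, GATL9 with robust eBayes, the replicate block and voom, and all 3 by the negative binomial test chosen after seeing the values. Of the genes in Additional file 10, Cs2g03260, Cs8g20240 and Cs6g15320 were not called by limma. All 3 were called by voom and with the replicate block, Cs2g03260 also with a mean of at least 3 RPKM and with robust eBayes, Cs8g20240 also without 4×-1, and the negative binomial test called Cs2g03260 and Cs8g20240.

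The paper gives RL6 (Cs3g24870) as a myb factor and Cs2g05620 as ERF9. The deposited table describes Cs3g24870 as a DnaJ homolog and Cs2g05620 first as ethylene-responsive transcription factor 4.

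The paper gives the number of detected genes as that of all samples. In the deposited table 24073 is the number of genes with a value above 0 in at least 1 library, and 19504 genes have one in all 4.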

Other observations

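The Fisher test, the negative binomial test, the comparison of identifier groups, the other splits of the libraries, and the use of left-out libraries, deviations per library and scaling to weigh the patterns in this part were chosen after the results were seen.

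Camera called 40 genes described as chlorophyll a-b binding or photosystem proteins higher in 4× (median log2 fold change 0.251, adjusted p = 2.0e-07), while fry did not (adjusted p = 0.525, and 0.227 for changes both ways) and limma called none of the 40 genes. The set's median deviation from the mean of the 4 libraries was -0.295 in 2×-1, against 0.083 in 2×-2, 0.143 in 4×-1 and 0.099 in 4×-2. Without 2×-1 the set's median log2 fold change was 0.030, and it was 0.425 without 2×-2, 0.227 without 4×-1 and 0.248 without 4×-2. The difference therefore rests on 1 library, and a low value in 2×-1 alone is consistent with it. Whether the plants of that pool or its handling differed was not tested.

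The 13 expansin genes were lower in 4× by camera (median log2 fold change -0.545, adjusted p = 0.00506) and not by the directional fry test (adjusted p = 0.219), while the version for changes both ways gave an adjusted p of 0.0131. No single library accounts for this direction, as the median log2 fold change was at most -0.207 with 1 library left out, the value without 2×-1, and -0.304 without 4×-2. The set's median deviation from the mean of the 4 libraries was 0.293 in 2×-1, -0.020 in 2×-2, -0.081 in 4×-1 and -0.381 in 4×-2, so most of the difference comes from 1 library of each group. With 2 replicates per group, limma called 2 of the 13 genes, both lower. So few replicates leave the spread between pools poorly known, and a lower expansin expression in 4× leaves is a hypothesis that these libraries cannot settle. The 4 sucrose-phosphate synthase genes were higher in 4× by camera (median log2 fold change 0.203, adjusted p = 0.0349) and not by fry (adjusted p = 0.399, and 0.200 for changes both ways), and no explanation was tested for them.

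The table describes 59 tested genes as ethylene-responsive factors, and limma called 6 of them, 4 higher and 2 lower in 4×. A one-sided Fisher exact test against the other tested genes, chosen after seeing the data, gave an adjusted p of 0.00357 over 22 sets. Genes are not independent in this test, and fry found no common direction (adjusted p = 0.979), with an adjusted p of 0.0170 for changes both ways. One of the 4, Cs2g23660, is described first as ethylene-responsive transcription factor 9, was named after its values were seen, and rose from 28.0 ± 8.77 (SD, n = 2) to 61.7 ± 3.05 RPKM (SD, n = 2), a log2 fold change of 1.16 (limma adjusted p = 0.0187). The paper does not report it.

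Cs2g07720, described as a glucose-6-phosphate/phosphate translocator of the chloroplast and named after its values were seen, fell from 946 ± 78.2 (SD, n = 2) to 409 ± 1.01 RPKM (SD, n = 2), a log2 fold change of -1.21 (SE 0.141, limma adjusted p = 0.0053). Its log2 fold change lay between -1.29 and -1.12 with 1 library left out in turn. The paper does not report it.

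A gain or loss of 1 chromosome copy in all 4× plants would shift the genes of that chromosome by about 0.322 (5 copies instead of 4) or -0.415 (3 copies) on the log2 scale, if expression follows copy number. The tested genes were grouped by the start of their identifier (Cs1g to Cs9g, 1040 to 2020 genes each). That these starts stand for chromosomes is not stated in the sources used here. The medians of the 9 groups lay between -0.039 and -0.019, and none was farther than 0.0116 from the median of all tested genes, while the genes whose identifiers start with orange, which have no such number, lay 0.0181 above it. This argues against such a change under that reading of the identifiers. A gain in 1 of the 4 plants of both 4× pools would shift a group by 0.0875, which was not seen either. A gain in fewer plants would shift it by less and was not examined.

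More genes were lower than higher in 4×. With each library scaled to the same median, 109 of 178 calls were lower, and the negative binomial test gave 116 of 209. Library scaling may account for part of the excess in limma, and what remains cannot be told apart from a biological difference with 2 libraries per group.

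The called genes were not longer than the rest: their median recovered length was 1385 bp, against 1705 bp for the other tested genes. A gain in calls from longer genes is argued against. The split of the 4 libraries into 2× and 4× gave more calls than both other splits into 2 and 2, which gave 0 calls each by limma (261 and 466 genes at an unadjusted p below 0.05). There are 3 splits in all, 1 of which reached the observed count, and so few splits could not exclude chance whatever they gave.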
